A study of Mus musculus with 12 samples.

How the data were processed

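The series measured RNA from macrophages of mice of 2 genotypes, wild type (WT) and a line labelled meKO, kept on chow or on a high-fat diet (HFD). The series title names myeloid protein kinase C epsilon, whose gene is Prkce, so meKO is read here as the myeloid knockout of that gene; the labels do not name the recombinase line. Per the labels, macrophages were drawn into the peritoneum with thioglycolate and collected by lavage after some weeks on the diets. The sample records also give, for all 12 libraries, an injection at 8 weeks of age and a harvest 4 weeks after it. What was injected is not stated here, so the effects below are those in injected animals. Per the labels, RNA was extracted with Trizol and libraries followed Illumina's TruSeq protocol. The labels describe more animals than the 12 libraries analysed here, and each of the 4 groups had 3 libraries.

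The authors deposited a table of whole-number counts per gene and library, with Entrez gene identifiers and symbols. The labels and the table do not state the aligner, the counting tool, the genome build or the strand setting. Hence reads shared between a gene and a near-identical copy, or between overlapping genes, could have been counted in ways that cannot be checked here, and genes with such copies are reported as uncertain. The table lists 12339 genes, of which 186 have no symbol and hold 0.440% of the counts; these are named by their Entrez identifier. Every listed gene reached at least 0.501 CPM (counts scaled to library size) in 6 of the 12 libraries, while for some genes the next library was at 0, so the list looks filtered on its lowest values. A gene expressed in a single group of 3 libraries could therefore be missing, and the totals cover the listed genes alone. Total counts per library ran from 25845000 to 37282800, rounded to 6 digits. All columns of counts were matched to samples by their titles.

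Groups were taken from the sample titles. Replicate numbers follow the order of the samples and pair nothing across groups. Replicates were compared before averaging: the chi-square statistic per degree of freedom over genes was at least 16.9 in each of the 12 replicate pairs, so no pair looked like copies of a single library, and Pearson's r of log2 CPM between replicates ran from 0.977 to 0.990.

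Counts were tested with edgeR 4.0.16 in R 4.3.3: TMM scaling factors, the filterByExpr filter (which kept all 12339 genes), robust dispersions, and the quasi-likelihood F test in a model with the 4 group means fitted to all 12 libraries. Tests were two-sided and genes were called at a Benjamini-Hochberg adjusted p under 0.05. The contrasts were genotype on each diet, diet in each genotype, the genotype by diet interaction, and genotype and diet averaged over the other factor. CPM values are TMM-scaled, and errors are SD over libraries or the standard error (SE) of a log2 fold change, computed as its size divided by the square root of F. Prkce was compared between genotypes with an exact two-sided permutation test of CPM. With 3 libraries against 3, an exact permutation test of a single gene cannot go below 0.1, so genes rest on the shared model. The agreement of effects was described with Pearson's r and Spearman's rho across genes, which are not independent replicates. For 13 function lists, camera (limma 3.58.1, preset correlation 0.01) was run on voom values in 5 contrasts, with Benjamini-Hochberg adjustment over the 65 tests, and fry and camera with an estimated correlation were run beside it. Cell type lists for B cells, T and NK cells, neutrophils, eosinophils, mast cells, dendritic cells, resident large peritoneal macrophages, mesothelium and fibroblasts, red blood cells and liver were used only to look for other cells. Of the liver list a single gene was among the listed genes, so it was not tested. The lists, the design, the alternatives and the rule for naming genes were fixed before the data were examined.

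Genes were named by that rule. In the 4 simple contrasts these were called genes with a mean of at least 1 CPM and groups that did not overlap, up to 4 with the largest rise and 4 with the largest fall. In the other contrasts these were up to 3 called genes with the smallest p, and from the function lists up to 4 genes per contrast with the smallest p among those passing when adjusted over the list alone. Prkce, Lyz2, Abca1, Abcg1, Apoe, Cd36 and the sex-linked Xist and Ddx3y were always named. Which contrasts to report for these last genes was settled after their values were seen. The patterns tested in the closing section were noticed in the data, apart from the general questions of sex, passenger variants and other cells, which were fixed before. For passenger variants the count planned was of called genes, and the share with an unadjusted p under 0.05 was used in its place; 0 genes there were called. Results on some items withheld for evaluation are left out of the text. Genes named in addition are said to have been chosen after their values were seen.

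Alternatives were median-of-ratios factors, library totals, no low-count filter, at least 10 counts in every library, DESeq2 1.42.0, limma-voom, voom with library quality weights, non-robust dispersions, a fold change of at least 2, the 6 libraries of a comparison alone, and leaving out each library in turn. Counts of calls were also compared with other splits of the same libraries, all 10 splits for each comparison of 3 against 3 and 100 drawn splits for the interaction and the averaged effects. The depth limits counting error alone, and the biological coefficient of variation was 16.6%. A correction for transcript length and GC content was added after seeing the data: a smooth trend of each library's log2 CPM deviation on log2 length and GC of the longest protein-coding transcript (mgcv 1.9.3, GENCODE M21) entered the model as an offset. Length and GC were known for 12066 genes (97.8%). Chromosomes and neighbours were taken from RefSeq GRCm38.p6, to which 12100 identifiers (98.1%) matched; no coordinates are printed, since the authors' build is not stated.

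The procedure was tested on simulated counts for the 12339 genes with 200 genes changed 2-fold in the meKO chow group. The quasi-likelihood test recovered 66.5% of the changed genes with 4 false calls, and 41.0% with 5 false calls in the interaction. With a planted length trend, false calls rose to 57 without the correction and came to 4 with it. The planted trend was linear in log2 length, had no GC part, and the changed genes were drawn without regard to length. The simulation therefore cannot tell whether calls lost on correction in the data were false.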

Results

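Transcript counts were compared in thioglycolate-elicited peritoneal macrophages from WT and meKO mice on chow or HFD. The 4 groups were WT chow, WT HFD, meKO chow and meKO HFD, with 3 libraries each. Total counts ranged from 25845000 in meKO HFD replicate 3 to 37282800 in meKO chow replicate 2. The 10 most abundant genes took between 18.7% and 22% of the counts of a library, and TMM factors ran from 0.935 to 1.09.

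The targeted gene was examined first. Prkce (Entrez gene 18754, chromosome 17) was detected at low depth, with 25 to 151 counts per library. Prkce stood at 4.27, 4.44 and 2.35 CPM in WT chow replicates 1 to 3 and at 2.01, 2.89 and 2.53 CPM in WT HFD. The meKO chow libraries had 1.42, 0.950 and 1.62 CPM, and the meKO HFD libraries 1.78, 0.954 and 1.51 CPM. The mean was 3.08 ± 1.03 CPM in WT and 1.37 ± 0.347 CPM in meKO (SD, n = 6), a log2 ratio of -1.17 (exact two-sided permutation test, p = 0.00216, the smallest that 924 splits can give with mirror splits counted). All 6 meKO libraries lay below all 6 WT libraries. In the model across genes the fall did not pass the threshold on either diet: log2 fold change -1.47 ± 0.31 (SE; edgeR adjusted p = 0.0794) on chow and -0.80 ± 0.31 (adjusted p = 0.989) on HFD. Averaged over diets it was -1.13 ± 0.22 (adjusted p = 0.0588). With all 12 libraries DESeq2 called Prkce on chow (adjusted p = 0.00164) and averaged (3.81e-04), as did voom with library quality weights (0.00117 and 0.00173). Leaving out WT chow replicate 3 brought the chow contrast past the threshold in edgeR (adjusted p = 0.00333, range over the alternatives 0.00117 to 0.340) and the averaged contrast as well (0.00613, range 3.81e-04 to 0.200). That fit kept WT chow replicates 1 and 2, which followed transcript length (Spearman's rho 0.63 and 0.67, described below). The WT chow library left out did not (-0.05). The same fit called 2543 genes on chow, so the pass of Prkce there may rest on the length trend. The averaged contrast also passed without meKO HFD replicate 1 (0.0353). The alternative that moved the log2 ratio most was the correction for transcript length and GC content, chosen after seeing the data, which gave -0.93.

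Lyz2 (Entrez gene 17105) averaged 36704 ± 8759 CPM in WT and 15833 ± 7916 CPM in meKO (SD, n = 6), with every meKO library below every WT library (exact two-sided permutation test, p = 0.00216). In meKO chow replicate 2 it fell to 69.3 CPM (2555 counts), against 16293 to 21310 CPM in the other 5 meKO libraries. The Lyz2 contrasts across genes did not pass (edgeR adjusted p = 0.506 on chow and 0.999 on HFD). Fitted to the 6 HFD libraries alone, the HFD contrast passed with an edgeR adjusted p of 0.0136 (the smallest over the alternatives). The contrast averaged over diets passed without meKO chow replicate 2 (log2 fold change -0.93, adjusted p = 0.0226, range 0.0226 to 0.635). Lyz1, a near copy of Lyz2 with which it could share reads, did not differ (exact two-sided permutation test, p = 0.487). Ddx3y, on the Y chromosome, lay between 80.2 and 99.5 CPM in all 12 libraries, and Xist is not among the listed genes.

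**Figure D1:**
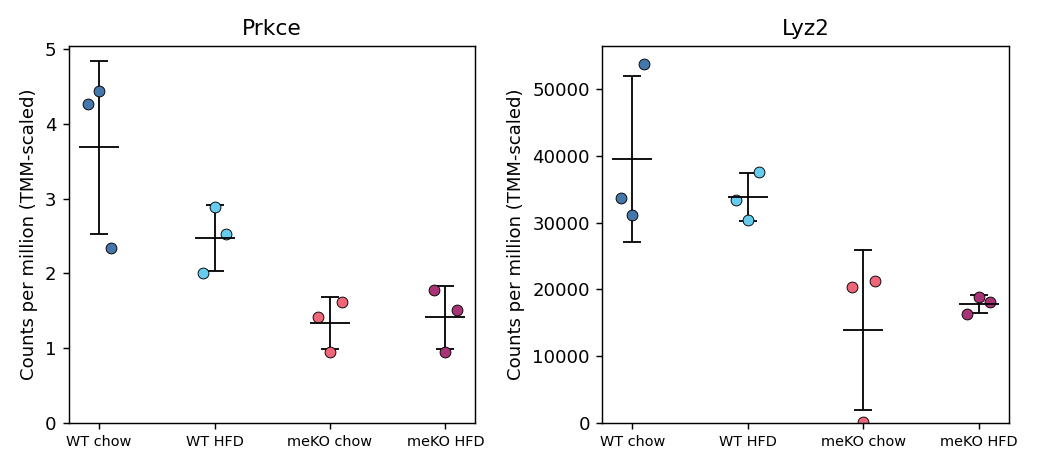
Prkce (left) and Lyz2 (right) in TMM-scaled CPM for the 3 libraries of each group; points are libraries, horizontal marks are means and bars are SD. All 6 meKO libraries lie below all 6 WT libraries for both genes, and meKO chow replicate 2 has 69.3 CPM of Lyz2.

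Libraries within a group differed along transcript length. Spearman's rho across genes between a library's deviation from the mean log2 CPM and transcript length was 0.63 in WT chow replicate 1 and 0.67 in replicate 2, but -0.05 in replicate 3. It was -0.21, -0.12 and -0.44 in WT HFD replicates 1 to 3, -0.15, -0.18 and 0.14 in meKO chow, and -0.15, -0.46 and -0.38 in meKO HFD. The log2 fold changes followed length accordingly, with rho of -0.62 for genotype on chow, -0.26 for genotype on HFD, -0.57 for diet in WT and -0.34 for diet in meKO. Counts of genes are therefore given below with and without the correction for length and GC content.

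**Figure D2:**
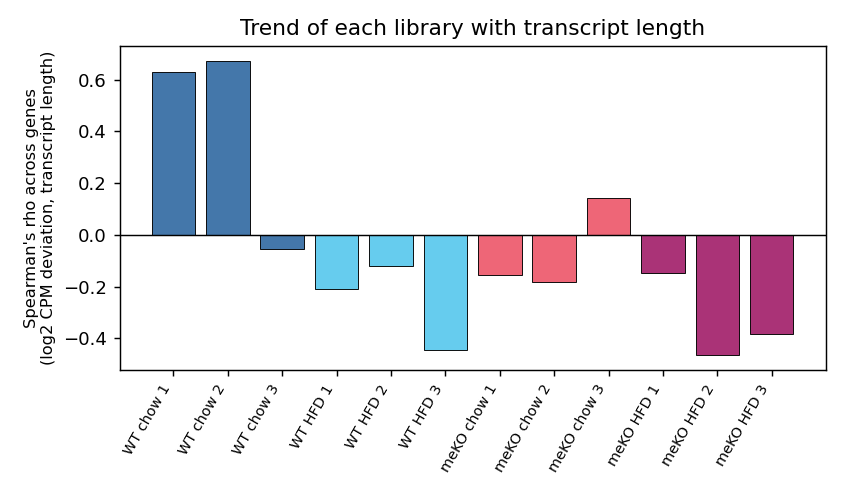
Spearman's rho across genes between each library's deviation from the mean log2 CPM and transcript length, for the 12 libraries. WT chow replicates 1 and 2 stand at 0.63 and 0.67, while WT chow replicate 3 is at -0.05.

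The first comparison asked what the loss of the kinase changes on chow. Of 12339 genes, 10 passed an adjusted p of 0.05, 4 higher and 6 lower in meKO, while 2447 had an unadjusted p under 0.05. The count rested on single libraries and on the method: voom with library quality weights moved it most, to 4078 genes. Leaving out WT chow replicate 3 gave 2543 genes and leaving out WT chow replicate 2 gave 2. The length and GC correction gave 4, of which 3 were shared with the 10. The share of higher calls was 40% of the 10, 25.5% of 591 with DESeq2 and 38.6% without WT chow replicate 3. It was 45.5% with quality weights and 75% of 4 genes after the length and GC correction. S100a9 rose from 0.298 ± 0.0904 to 2.66 ± 1.03 CPM (SD, n = 3), a log2 fold change of 3.13 ± 0.36 (SE; edgeR adjusted p = 0.00348). Gm8615 rose from 67 ± 5.17 to 156 ± 22.3 CPM, by 1.22 ± 0.13 (adjusted p = 0.00183). S100a9 passed in all 20 alternatives that gave it a value and Gm8615 in all 22. Gapdh-ps15 (0.80) and Lipn (0.78) were higher, and Cbx6 (-1.81), Plxnd1 (-1.25), Sipa1l3 (-1.12) and Kat6a (-1.01) lower, all at an adjusted p of 0.0484. These 6 lost the threshold with library totals, limma-voom or non-robust dispersions and after the length and GC correction. Without WT chow replicate 2 their adjusted p rose to between 0.198 and 0.256 (range over their alternatives 3.44e-06 to 0.256). Gm8615 and Gapdh-ps15 have names of predicted genes or pseudogenes, so their counts could include reads of other genes, and Gapdh-ps15 lies on the Y chromosome. Groups did not overlap for 17.1% of genes, against 10% by chance.

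On HFD, 10 genes passed, 6 higher and 4 lower in meKO, with 563 genes at an unadjusted p under 0.05. Rpl29 (Entrez gene 19944) stood at 6.68 ± 0.192 CPM in WT HFD and 249 ± 64.0 CPM in meKO HFD (SD, n = 3), a log2 fold change of 5.22 ± 0.25 (SE; edgeR adjusted p = 1.03e-07). It had 98.2 ± 31.3 CPM in WT chow and 193 ± 19.9 CPM in meKO chow. An unnamed gene, Entrez 100504629, had at most 1 count in the WT HFD libraries and 3.81 ± 0.919 CPM in meKO HFD, at least 36.9-fold higher when WT HFD is set to 3 counts. S100a9 (2.15) and Abhd14b (1.16) were also higher, and the unnamed gene Entrez 100503055 (-2.78), Nudt16 (-2.24) and Hyal1 (-1.06) lower, all at an adjusted p of 0.0229. The log2 fold change of Rab3d was -1.29 ± 0.16 (adjusted p = 0.00486). Of the 8 called genes with a known position, 6 lay on chromosome 9 within a window of 10 Mb (GRCm38.p6), namely Rpl29, Abhd14b, Nudt16 and Hyal1, and also Alas1 (0.90) and Dusp7 (0.93), which were chosen after their values were seen (permutation test of positions, p = 1e-04, the smallest that 10000 shuffles give). Rpl29 has pseudogenes with which it could share reads. Leaving out any single WT HFD library left 3 calls, leaving out meKO HFD replicate 2 or 3 left 4, and leaving out WT chow replicate 1 gave 16; the 6 HFD libraries fitted alone gave 34 and the length and GC correction 12, of which 9 were shared. Rpl29, the unnamed gene 100504629 and Rab3d passed in all their alternatives. S100a9, Abhd14b, Nudt16, Hyal1 and the unnamed gene 100503055 lost the threshold when any 1 of the 3 WT HFD libraries was left out, with adjusted p from 0.0876 to 0.181 (range over their alternatives 3.37e-10 to 0.196). The groups did not overlap for 10.3% of genes, against 10% by chance.

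**Figure D3:**
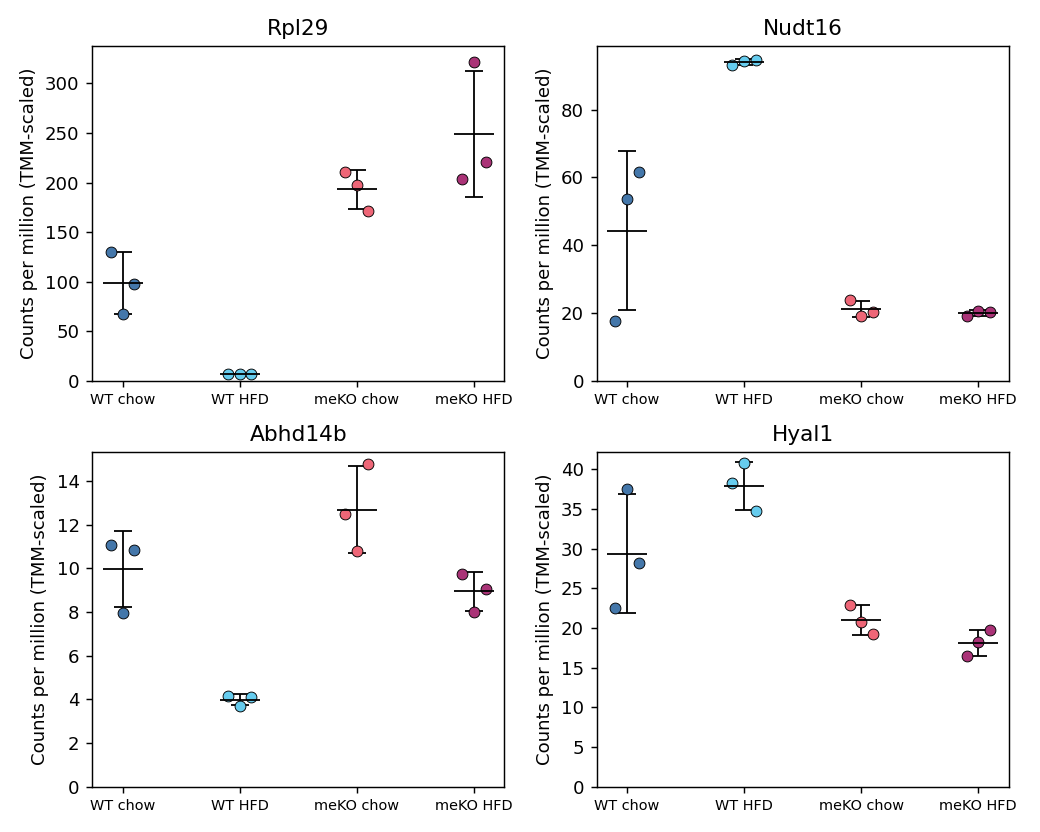
Rpl29, Nudt16, Abhd14b and Hyal1, neighbours on chromosome 9, in TMM-scaled CPM for the 3 libraries of each group; points are libraries, horizontal marks are means and bars are SD. Rpl29 has 6.68 CPM in WT HFD and 249 CPM in meKO HFD, and Nudt16 has 94.0 and 20 CPM.

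Averaged over diets, 21 genes differed between genotypes, 11 higher and 10 lower in meKO (2183 at an unadjusted p under 0.05). Leaving out WT chow replicate 3 gave 1400 genes, and leaving out any of 3 libraries (WT HFD replicates 1 and 2, meKO chow replicate 3) gave 8. The length and GC correction gave 25, of which 16 were shared. The share of higher calls moved as well, from 52.4% of the 21 to 27.2% without WT chow replicate 3 and 39.9% with DESeq2. It was 46.1% with quality weights, 56% after the length and GC correction and 80% of 10 genes without WT chow replicate 2. The smallest p-values belonged to Rpl29 (3.10 ± 0.16; edgeR adjusted p = 2.73e-07), S100a9 (2.64 ± 0.24; adjusted p = 2.01e-04) and the unnamed gene 100504629, whose fitted value depends on counts near 0. Across all genes the genotype effects on the 2 diets, which share no library, had a Pearson's r of 0.293 and a Spearman's rho of 0.341. Of the 10 genes called on chow 9 had the same direction on HFD, and of the 10 called on HFD 9 had the same direction on chow, against 64.5% of all genes. The genes called on chow had medians of 1.01 (risen) and -1.06 (fallen) on chow and 0.07 and -0.10 on HFD. Those called on HFD had 1.66 and -1.76 on HFD and 0.55 and -0.77 on chow. The medians in the diet where the genes were chosen are raised by that choice, so the smaller medians in the other diet do not show a smaller effect. S100a9 was the gene called on both.

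The diet comparison in WT gave 2634 genes, 1172 higher and 1462 lower on HFD, of which 260 changed at least 2-fold. The length and GC correction gave 1615 genes, 915 of them higher (56.7%, against 44.5%), with 1186 shared. With library totals 31.3% of the calls were higher, and the median of all genes moved to -0.12 from -0.03. Voom with library quality weights moved the count most among the alternatives that kept all libraries, to 6384. Leaving out WT HFD replicate 3 gave 96 genes, leaving out WT chow replicate 1 gave 129, and leaving out WT chow replicate 3 gave 4921. The largest rises were Tm4sf1 (2.49 ± 0.69), Gt(ROSA)26Sor (2.43 ± 0.29), Rgcc (1.98 ± 0.46) and Dmkn (1.78 ± 0.40), at edgeR adjusted p of 0.0301, 0.00139, 0.0177 and 0.0155. Among the largest falls were the unnamed gene 100504629, at least 17.9-fold lower, Rpl29 (-3.88 ± 0.24; adjusted p = 2.58e-06) and Acp3 (-3.32 ± 0.54; 0.00647). Without WT chow replicate 1, Tm4sf1 (adjusted p = 0.116), Rgcc (0.0878) and Dmkn (0.0808) lost the threshold (range over their alternatives 3.21e-04 to 0.118). These genes also lost it without WT chow replicate 2 (0.118, 0.0820 and 0.0641) and without WT HFD replicate 3 (0.117, 0.0854 and 0.0854). Tm4sf1 also lost it under limma-voom and without WT chow replicate 3 or WT HFD replicate 1, and Rgcc under the length and GC correction. Acp3 is also on chromosome 9. The groups did not overlap for 39.3% of genes in WT and 19.7% in meKO, against 10% by chance.

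In meKO 13 genes passed, 4 higher and 9 lower on HFD, with 1962 at an unadjusted p under 0.05. Leaving out meKO HFD replicate 1 gave 135 genes and leaving out meKO HFD replicate 3 gave 1; the 6 meKO libraries fitted alone gave 1, and the length and GC correction 50, which held all 13. Scd1 rose from 4.97 ± 0.751 to 14.3 ± 0.416 CPM (SD, n = 3), by 1.53 ± 0.16 (SE; edgeR adjusted p = 0.00200), and passed in all 22 alternatives. Mexis (1.63), Cttn (1.57) and Atp1b1 (1.14) rose, while Cd163 (-1.53), Chp2 (-1.29), Mmp9 (-1.27) and Rab3d (-1.17) fell, at adjusted p from 0.0110 to 0.0367. These 7 did not pass when the 6 meKO libraries were fitted alone, nor without meKO HFD replicate 3, where their adjusted p was between 0.101 and 0.170 (range over their alternatives 1.14e-08 to 0.203).

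The larger count in WT does not by itself show a different diet effect. Across genes the diet effects in WT and meKO, which share no library, had a Pearson's r of 0.592 and a Spearman's rho of 0.660. Of the 2634 genes called in WT, 2499 (94.9%) had the same direction in meKO, against 76.4% of all genes. Risen genes had a median log2 fold change of 0.58 in WT and 0.32 in meKO, and fallen genes -0.66 and -0.27; the WT medians are taken over genes chosen in WT. The interaction, which tests the difference itself, gave 2 genes, Rpl29 (4.24 ± 0.31; edgeR adjusted p = 2.53e-05) and the unnamed gene 100504629 (adjusted p = 0.00574), with 756 genes at an unadjusted p under 0.05. Without WT HFD replicate 1 the unnamed gene missed the threshold (adjusted p = 0.0521, range over its alternatives 1.39e-05 to 0.0521), which left 1 gene. Leaving out WT chow replicate 3 gave 56 genes for the interaction, and the length and GC correction 4. Averaged over genotypes, diet changed 3721 genes, 1835 higher and 1886 lower, of which 2208 passed after the length and GC correction (2870 in all). With library totals 38.1% of these calls were higher, against 49.3%. Scd1 (1.37 ± 0.11, edgeR adjusted p = 9.22e-05), Rpl29 (-1.76 ± 0.15, 1.24e-04) and Gngt2 (1.20 ± 0.11, 1.36e-04) had the smallest p-values. Rpl29 fell on HFD in WT alone (98.2 to 6.68 CPM) and did not fall in meKO (193 to 249 CPM).

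**Figure D4:**
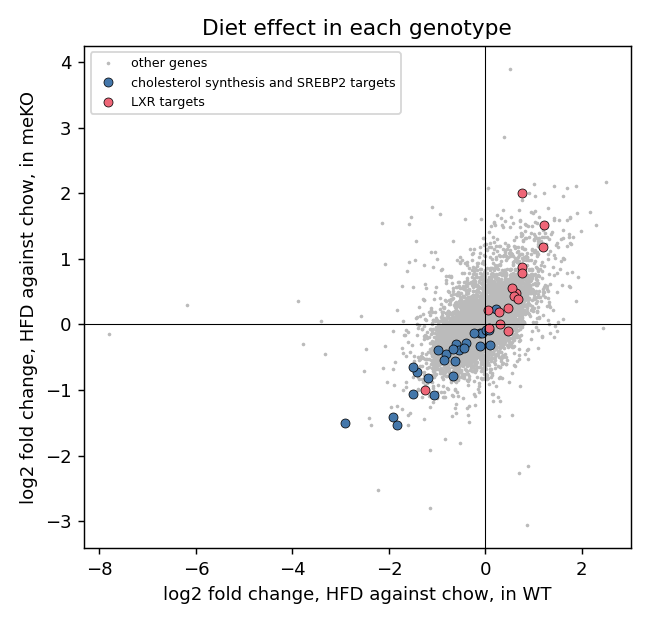
Log2 fold change of HFD against chow in meKO (vertical axis) against that in WT (horizontal axis) for 12339 genes; blue points are cholesterol synthesis and SREBP2 targets and red points LXR targets. The lists' medians are -0.65 and 0.57 in WT and -0.39 and 0.41 in meKO.

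Genes of cholesterol handling were followed in each contrast. Abca1 rose on HFD by 0.76 ± 0.25 (SE) on the log2 scale in WT (edgeR adjusted p = 0.0438) and 0.87 ± 0.25 in meKO (0.173), and Abcg1 by 0.55 ± 0.18 in WT (0.0424) and 0.55 ± 0.18 in meKO (0.213). Cd36 (0.48; 0.0398) passed in WT and did not in meKO (0.25; 0.413), and Apoe passed in neither (0.29; 0.182 and 0.18; 0.565). These 3 calls in WT rested on the setting: Abca1 passed in 11 of 22 alternatives, Abcg1 in 13 and Cd36 in 15, with a range of adjusted p of 0.00155 to 0.181. All 3 were lost with library totals in edgeR (adjusted p = 0.0646, 0.0861 and 0.0572), without WT chow replicate 1 (0.155, 0.129 and 0.116) and without any 1 of the WT HFD libraries. Abca1 was also lost with the 6 WT libraries alone (0.0735), without WT chow replicate 3, without meKO chow replicate 1 and without any 1 of the meKO HFD libraries. Abcg1 was also lost without WT chow replicate 2 or 3, meKO chow replicate 3 or meKO HFD replicate 3, and Cd36 without WT chow replicate 2 or meKO HFD replicate 3. In meKO, Abca1 passed with DESeq2 (adjusted p = 0.0289, range over the alternatives 0.0289 to 0.593). Abcg1 passed there with quality weights (adjusted p = 0.0351, voom) and after the length and GC correction (0.0354, edgeR), in a range up to 0.581. Apoe passed in WT with quality weights (0.00560) and without WT chow replicate 3 (edgeR adjusted p = 0.0373, range 0.00560 to 0.520). None of these 4 genes passed in either genotype contrast, where the smallest edgeR adjusted p was 0.273 (Cd36 on chow, 0.30 ± 0.15; range over the alternatives 0.0914 to 0.623).

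Of 65 tests of function lists, 13 passed with camera. Fry called 6 in all, including 5 of these 13, and camera with an estimated correlation called 0, with 5 at an unadjusted p under 0.05. Leaving out WT chow replicate 2 gave 24, leaving out meKO HFD replicate 3 gave 8 and the length and GC correction gave 18. On HFD the cholesterol synthesis list (26 genes) fell in WT (median log2 fold change -0.65) and in meKO (-0.39), and the LXR target list (16 genes) rose (0.57 and 0.41). These 4 results also passed with fry (adjusted p from 0.00424 to 0.0221) and in camera with the length and GC correction and with any single library left out. In WT, 18 of the 26 cholesterol genes passed over all genes and 18 when adjusted over the list alone; in meKO, 0 passed over all genes and 14 when adjusted over the list alone. For LXR targets the numbers were 11 and 11 in WT, and 1 and 10 in meKO. Srebf2 (-1.49 ± 0.16), Mmp9 (-1.96 ± 0.21) and Scd1 (1.21 ± 0.15) in WT passed over all genes, and Stard4 in meKO (-1.41 ± 0.26; edgeR adjusted p = 0.0530) over the list alone. On chow, Cxcr2 (1.82), Ctsl (0.63) and Srebf2 (-0.77) differed between genotypes when adjusted over the list alone and not over all genes (adjusted p from 0.0726 to 0.0776). Without WT chow replicate 3 these 3 genes passed over all genes on chow (edgeR adjusted p from 0.00434 to 0.0118, range over their alternatives 1.01e-04 to 0.338). That fit kept the WT chow libraries that followed transcript length, so these passes may rest on that trend. With no library left out, Cxcr2 (adjusted p = 0.00287), Ctsl (0.00200) and Srebf2 (0.00122) passed with quality weights in voom. Cxcr2 is also in the neutrophil list, and stood at 0.255 CPM in WT chow and 0.923 CPM in meKO chow. DESeq2 passed Ctsl (1.01e-04) and Srebf2 (0.00199), and the length and GC correction passed Ctsl (0.0168, edgeR). Stard4 passed without meKO HFD replicate 1 (0.00898) or meKO chow replicate 1 (0.0368), with a range of 1.09e-04 to 0.238. With all 12 libraries Stard4 passed with DESeq2 (adjusted p = 1.09e-04), quality weights (0.00764, voom) and the length and GC correction (0.0406, edgeR).

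The protein kinase C list (12 genes, Prkce among them) was lower in meKO on chow (median -0.33; camera adjusted p = 0.00373), lower on HFD in WT (-0.50; 0.00803) and shifted in the interaction (0.31; 0.00723). None of these 3 passed after the length and GC correction (0.0719, 0.125 and 0.101), and with fry the diet effect in WT passed (0.0422). The other 6 camera results did not pass with fry. These were, for genotype on HFD, the stress response list (0.23; 0.00178) and the interferon list (-0.15; 0.00803); for diet in meKO, the stress response (0.36; 0.00373), cell cycle (0.33; 0.00487) and matrix lists (0.32; 0.0203); and the interferon list in the interaction (-0.22; 0.00803). The interferon result on HFD was lost without WT HFD replicate 3 (camera adjusted p = 0.961) or meKO HFD replicate 3. In the interaction it was lost without any 1 of 5 libraries, WT chow replicates 1 and 3, WT HFD replicate 3 (0.292, the highest), meKO chow replicate 3 and meKO HFD replicate 3. The stress response results were lost without meKO HFD replicate 3 (0.263 and 0.137), and the matrix result without that library (0.0903) or meKO chow replicate 3. The cell cycle result was lost without meKO HFD replicate 2 (0.193) or meKO chow replicate 2 or 3. The length and GC correction, chosen after seeing the data, brought 8 further results past the threshold with camera. For genotype on chow these were cholesterol synthesis (adjusted p = 0.00830), lipid uptake and storage (0.0256) and cell cycle (0.0258); for diet in WT, alternative activation and the matrix list (0.0258 each); and in the interaction, cell cycle (0.0235), cholesterol synthesis and LXR targets (0.0246 each). Without the correction their camera adjusted p lay between 0.0538 and 0.212, and with 1 library left out between 8.56e-07 and 0.578. With fry the alternative activation list also passed for diet in WT (-0.58; fry adjusted p = 0.0422), where camera gave 0.212.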

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

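The tests of length and GC bias, of pseudogene reads, of a disrupted Lyz2 allele and of reads assigned to Lyz1 were chosen after the results were seen. The other tests were written down before their own results were seen, for patterns already noticed in the data.

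The genotype effect of Rpl29 differed between the diets, with an interaction log2 fold change of 4.24 (edgeR adjusted p = 2.53e-05). The 3 WT HFD libraries had 6.51, 6.89 and 6.65 CPM and the other 9 libraries had 67.2 to 322 CPM. The unnamed gene Entrez 100504629 had an interaction log2 fold change of 6.48 (adjusted p = 0.00574), a fitted value that rests on WT HFD libraries with at most 1 count and gives no bound. Against a floor of 3 counts it was at least 36.9-fold higher in meKO HFD than in WT HFD. A length or GC trend is argued against as the whole cause for Rpl29, since its interaction kept an adjusted p of 9.3e-05 after the correction. A general change of ribosomal protein transcripts is argued against too, since the median interaction of the other ribosomal protein genes was -0.11. Neighbouring genes moved as well: among 149 uncalled genes within 10 Mb of Rpl29, 16.8% had an unadjusted p under 0.05 for genotype on HFD, against 4.32% elsewhere (Fisher's exact test, p = 9.64e-09). This is in line with strain variants on chromosome 9 that differ between animals, a hypothesis that would place the difference in the animals and not in the diet. Reads shared with pseudogenes also stay open. Ribosomal protein genes were 9.68% of 31 genes with a step between libraries, but these were Rpl29 itself and, on chromosome 17, Rps2 and Rps18, so this share decides nothing. An effect of genotype and diet on Rpl29 itself was not separated from these.

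The lists of protein kinase C genes and interferon response genes shifted in the interaction, with median log2 fold changes of 0.31 and -0.22. For the kinase list the camera adjusted p went from 0.00723 to 0.101 after the length and GC correction, so a length or GC bias may account for it. For the interferon list it was 0.0160 after the correction, which argues against that bias as the whole cause. Fry gave adjusted p of 0.342 for the kinase list and 0.577 for the interferon list, and the interferon result was lost in camera without any 1 of 5 libraries: WT chow replicates 1 and 3, WT HFD replicate 3 (adjusted p = 0.292, the highest), meKO chow replicate 3 and meKO HFD replicate 3. A biological effect of genotype on the response to diet stays open for the interferon list, untested by other data.

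Lyz2 and Lyz1 were searched for single libraries far from the rest of their genotype, along with Prkce. This picked out 3 of 6 groups, where chance picks out about 0.05 of groups, and the 3 are not independent. Lyz2 stood at 53835 CPM in WT chow replicate 3, where Lyz1 was also highest, at 2012 CPM. No explanation was tested for that library, and the design gives no biological explanation for a single library. Lyz2 stood at 69.3 CPM in meKO chow replicate 2. Fewer macrophages in that library are argued against, because the median log2 deviation of the Fc receptor phagocytosis list from the other 2 meKO chow libraries was -0.032. Reads assigned to Lyz1 in place of Lyz2 are argued against too, because Lyz1 was at 1206 CPM there, below the 1424 and 1550 CPM of the other 2. The other 5 meKO libraries averaged 51.7% of the WT mean of Lyz2. A candidate explanation is a Lyz2 allele disrupted in 1 copy in most meKO animals and in both copies in this animal, as would follow if the recombinase had been placed in Lyz2. The labels do not name the recombinase line, so this cannot be told apart from a lower Lyz2 level through loss of the kinase in the other 5 libraries.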

How the results depend on the processing

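The length and GC correction was chosen after seeing the data; the other alternatives were planned. No paired analysis was possible because the labels give no shared replicate numbers. Sex as a covariate was not run, since Ddx3y was present in all 12 libraries. The alternative without a low-count filter changed nothing, since the filter had removed no gene.

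The log2 ratio of Prkce kept its direction and its threshold under library totals, median-of-ratios factors and the length and GC correction, and ran from -1.26 to -1.03 across the fits that each left out 1 library. For the agreement of effects across genes, leaving out 1 library gave r from 0.174 to 0.421 for genotype and from 0.482 to 0.615 for diet. The jackknife errors of 0.214 and 0.141 come from those same fits and do not test them. With genes of mean CPM of at least 10, r was 0.408 for genotype and 0.716 for diet, and after the length and GC correction 0.259 and 0.549, which are moves smaller than these errors.

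Counts of called genes moved with the method. DESeq2 gave 591 genes for genotype on chow (8 of the 10 among them, 1675 genes without an adjusted p), 53 for genotype on HFD, 227 for diet in meKO, 15 for the interaction and 366 for genotype averaged over diets. Voom with library quality weights gave 4078, 144, 522, 393 and 3843 for the same contrasts, 6384 for diet in WT and 6264 for diet averaged over genotypes. For genotype on chow, library totals, limma-voom and non-robust dispersions gave 2 genes each. The 6 libraries of a comparison alone gave 5 for genotype on chow, 34 for genotype on HFD and 1 for diet in meKO. At least 10 counts in every library left 1 interaction gene, where the unnamed gene was not tested. A fold change of at least 2 left 6 genes for genotype on chow, 260 for diet in WT, 8 for genotype averaged and 176 for diet averaged, by its construction. The length and GC correction gave 4 for genotype on chow, 1615 for diet in WT, 50 for diet in meKO and 4 for the interaction. For the other alternatives the cause was not tested.

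Across the 12 fits that each left out 1 library, counts ran from 2 to 2543 for genotype on chow (2543 without WT chow replicate 3) and from 3 to 16 for genotype on HFD (16 without WT chow replicate 1). They ran from 96 (without WT HFD replicate 3) to 4921 (without WT chow replicate 3) for diet in WT and from 1 to 135 (without meKO HFD replicate 1) for diet in meKO. The interaction ran from 1 to 56 and genotype averaged from 8 to 1400, both highest without WT chow replicate 3. Diet averaged ran from 1957 (without WT HFD replicate 3) to 5326 (without WT chow replicate 3). Of the function lists, 13 passed with camera, 6 with fry, 0 with an estimated correlation (5 at an unadjusted p under 0.05), 18 with the length and GC correction, and from 8 to 24 when 1 library was left out.

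With library totals the share of higher calls was 100% of 2 genes for genotype on chow (40% of 10), 31.3% for diet in WT (44.5%), 66.7% of 3 genes for the interaction (100% of 2) and 38.1% for diet averaged (49.3%). The median log2 fold change of all genes was -0.12 for diet in WT with library totals.

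The genes that changed direction did so without passing the threshold in either setting, and the cause was not tested. Abca1 for genotype on chow was 0.20 with the length and GC correction and 0.14 without WT chow replicate 2, against -0.29, and ran from -0.51 to 0.14 when 1 library was left out. Abcg1 for genotype on chow (0.06) was -0.017 with library totals, -0.049 with quality weights, -0.057 without WT chow replicate 3 and -0.11 without meKO chow replicate 1. It ran up to 0.23 when 1 library was left out, and was 0.39 with the length and GC correction. Abcg1 for genotype on HFD (0.06) was -0.029 without WT HFD replicate 3 or meKO HFD replicate 1, and up to 0.15 without another library. Apoe for genotype on HFD (0.06) was -7.4e-05 with the length and GC correction, -0.02 without WT HFD replicate 2 and -0.057 without meKO HFD replicate 2, and up to 0.15 without another library. Cd36 for genotype on HFD (0.07) was -0.025 without WT HFD replicate 1 and -0.029 without meKO HFD replicate 2, and up to 0.23 without another library. Over the 79 pairs of a named gene and a contrast, 207 further values were weaker, 35 stronger and 1457 the same.

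Prkce had 25 to 151 counts per library, which limits the precision of its contrasts.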

Other observations

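The tests of the length trend, of the step between libraries as strain haplotypes, of S100a8, of B cells, of length or GC bias in the diet calls, of splits by HFD group and of positions on chromosome 9 were chosen after the results were seen.

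Counts of called genes were set against other splits of the same libraries. For genotype on chow, 2 of the 10 splits gave as many genes, the real split included. The other, with 15 genes, set WT chow replicate 1 and meKO chow replicates 2 and 3 against the other 3. For genotype on HFD, diet in WT and diet in meKO it was 1 of 10 splits each, and with 10 splits the share cannot go below 0.1. For the interaction 9 of 100 splits gave at least 2 genes, the real split included. The 2 HFD groups were kept whole, or swapped whole, in 6 drawn splits, and those 6 all gave as many. Of the 93 splits that regrouped the HFD libraries 2 did, so the count mostly follows the contrast of the HFD groups. For genotype averaged it was 4 of 100, and the other 3 gave 771, 448 and 28 genes against 21. The splits with 771 and 448 both set WT chow replicates 1 and 2 against WT chow replicate 3. For diet averaged it was 1 of 100, and the next split gave 3589 genes against 3721. That split exchanged meKO chow replicate 2 with meKO HFD replicate 1 and left the other 10 libraries in place. A drawn split that ordered libraries by their length trend gave 2718 interaction calls, and 246 after the length and GC correction.

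The log2 fold changes followed transcript length. Within the WT chow group, Spearman's rho across genes between length and the difference of replicates 1 and 3 was 0.633, and of replicates 2 and 3 it was 0.651, while replicates 1 and 2 gave -0.10. Sequencing depth is argued against, since the total of replicate 2 was 0.977 times that of replicate 3. A library-level length bias in WT chow replicates 1 and 2 is a candidate explanation, and a biological difference between these animals stays open. For genes that differ between diets, 59.3% of the calls averaged over genotypes also passed after the correction, which argues against length or GC bias as the cause of those.

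Genes that differ between genotypes might come from strain variants that travelled with the targeted allele near Prkce or from the region around Lyz2. Within 10 Mb of either, 18.5% of 135 genes had an unadjusted p under 0.05 for genotype averaged, against 17.8% elsewhere (Fisher's exact test, p = 0.821), and 0 of them were called; the share was taken in place of the planned count of called genes. Hence no called gene with a known position lay within 10 Mb of those 2 genes. The share cannot exclude a few affected genes there, since 17.8% of genes elsewhere also had a p under 0.05. Strain variants farther along chromosome 17, which holds Prkce and the cluster of step genes described below, stay open, as do variants elsewhere. Of the 19 called genes with a position 4 lay in a window of 10 Mb on chromosome 9 (permutation test of positions, p = 0.0054), which is in line with strain variants there. Sex is argued against, since Ddx3y was at 80.2 CPM or more in every library.

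Another share of cells in the lavage may add to the genotype effect. The cell type lists were not tested with the length and GC correction. The averaged genotype effect followed transcript length across genes (Spearman's rho -0.57), so a length bias in these lists stays open. The neutrophil list (10 genes, of which 6 had at least 1 CPM in WT and 4 are in another list) was higher in meKO, with a median log2 fold change of 0.54 (camera adjusted p = 2.45e-05, fry 1.28e-05). S100a9 was higher by 2.64 CPM, Retnlg rose from 6.61 to 19.6 CPM and S100a8 was higher by 3.28 CPM (13.9 ± 4.54 CPM in WT and 17.2 ± 5.64 CPM in meKO, SD, n = 6). Beside S100a9, Retnlg (edgeR adjusted p = 0.00745) and Cxcr2 (0.0280) passed over all genes. Cxcr2 was scarce, at 0.284 CPM in WT and 0.801 CPM in meKO. The other genes of the list did not pass. Csf3r, the most abundant gene of the list in WT, did not rise (91.5 ± 21.6 and 84.4 ± 13.1 CPM). Neutrophils as the source of S100a9 cannot be told apart from its expression in macrophages, because the baseline spread of S100a8 is larger than the difference. The 2 set tests differ for 3 other lists. Camera passed T and NK cells (median 0.22; camera adjusted p = 0.0169, fry 0.423), eosinophils (0.39; 0.0459 and 0.423) and resident large peritoneal macrophages (-0.30; 0.0309 and 0.482), so these stay open. Neither test passed B cells (camera adjusted p = 0.685, fry 0.913), mast cells (0.407 and 0.830), dendritic cells (0.685 and 0.881), mesothelium and fibroblasts (0.145 and 0.640) or red blood cells (0.556 and 0.830).

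Fewer B cells on HFD are a candidate explanation for part of the diet effect. All 15 genes of the list fell when averaged over genotypes, with a median of -0.84, at a camera adjusted p of 2.45e-05 and a fry adjusted p of 0.0716. Of these genes 12 had at least 1 CPM in WT. The most abundant were Cd22 (94.9 ± 18.7 CPM on chow and 73.1 ± 18.7 CPM on HFD, SD, n = 6) and Ighm (82.8 ± 22.3 and 52.0 ± 15.5 CPM). The 2 set tests differ, so B cells cannot be told apart from other causes. No list in this paragraph was tested with the length and GC correction, and the averaged diet effect followed transcript length (Spearman's rho -0.51). The mesothelium and fibroblast list rose, with a median of 0.72 (camera adjusted p = 9.89e-04, fry 0.0716), so another share of these cells stays open too. Within each genotype both lists passed with camera and not with fry (fry adjusted p = 0.112 in WT and 0.335 in meKO for B cells, 0.281 and 0.112 for mesothelium and fibroblasts). The same holds for dendritic cells, lower in WT (-0.87; camera adjusted p = 0.0250, fry 0.151), and for T and NK cells, higher in meKO (0.36; 0.0169 and 0.423), which stay open as well.

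Some genes split the libraries in steps. The step followed a group for Rpl29, which was low in the 3 WT HFD libraries. For some genes it mostly followed genotype, while for others, such as Gdpd3, it ran across the groups. Gm8210 stood at 9.30 to 16.6 CPM in meKO and at 51.7 to 178 CPM in WT, except WT chow replicate 1 (7.07 CPM). Klhdc4 stood at 10.5 to 15.8 CPM in WT and at 45.9 to 99.0 CPM in meKO, except meKO HFD replicate 1 (15.5 CPM). Gdpd3, Gm8210 and Klhdc4 were chosen after their values were seen. Of 31 genes with a gap of at least 1.5 on the log2 scale and at least 2 libraries on each side, 30 had a position. Of these, 10 lay in a single window of 10 Mb on chromosome 17 (permutation test, p = 1e-04, the smallest that 10000 shuffles give). The mean absolute correlation across libraries was 0.870 for 57 neighbouring pairs and 0.358 for other pairs. Most of these neighbouring pairs lay in the chromosome 17 window, where many of the genes are H2 family members. The value therefore mainly describes that single region and not neighbouring step genes in general. H2-Eb1 stood at 125 to 388 CPM in WT chow replicate 1 and in meKO libraries other than meKO chow replicate 1. In the other 6 it stood at 6.58 to 11.4 CPM. Its log2 difference between meKO and WT was 3.02 (exact permutation test, p = 0.0455), for a gene picked out by its step. Rps18, H2-T23 and H2-T22 were high in the same libraries as H2-Eb1. Induction of antigen presentation or other antigen-presenting cells are argued against, since the widest log2 range over libraries among Cd74, H2-Aa and H2-Ab1 was 1.57, against 5.78 for H2-Eb1. Strain haplotypes that vary among the animals are a candidate explanation. Where a step is uneven between genotypes, a genotype effect on the gene cannot be told apart from such haplotypes. Reads of H2 genes could be shared among family members.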
